# H2-O deficiency promotes regulatory T cell differentiation and CD4 T cell hyperactivity

**DOI:** 10.3389/fimmu.2023.1304798

**Published:** 2024-01-05

**Authors:** Robin A. Welsh, Nianbin Song, Chan-Su Park, J. David Peske, Scheherazade Sadegh-Nasseri

**Keywords:** immunology, class II antigen presentation, regulatory T cells, thymic selection, CD4 T cells

## Abstract

Regulatory T cells (Treg) are crucial immune modulators, yet the exact mechanism of thymic Treg development remains controversial. Here, we present the first direct evidence for H2-O, an MHC class II peptide editing molecular chaperon, on selection of thymic Tregs. We identified that lack of H2-O in the thymic medulla promotes thymic Treg development and leads to an increased peripheral Treg frequency. Single-cell RNA-sequencing (scRNA-seq) analysis of splenic CD4 T cells revealed not only an enrichment of effector-like Tregs, but also activated CD4 T cells in the absence of H2-O. Our data support two concepts; a) lack of H2-O expression in the thymic medulla creates an environment permissive to Treg development and, b) that loss of H2-O drives increased basal auto-stimulation of CD4 T cells. These findings can help in better understanding of predispositions to autoimmunity and design of therapeutics for treatment of autoimmune diseases.

## Introduction

T cells are key players in humoral immune responses. Upon infection with a pathogen, CD4 T cells utilize their T cell receptor (TCR) to survey for peptides bound to MHC class II molecules (pMHCII) presented by professional antigen presenting cells (APCs). Identification of cognate pMHCII complexes by the TCR leads to CD4 T cell activation and ultimately clearance of the foreign pathogen. Faulty activation, however, can lead to deleterious inflammation causing possible autoimmune diseases and cancer development. Hence, multiple regulatory processes exist to ensure T cell activation remains in check.

Regulation of T cell activation begins during thymic development where immature thymocytes are screened for self-reactivity. Broadly divided into positive and negative selection, this process ensures that CD4 T cells expressing high avidity self-reactive TCRs are either eliminated (1), or become CD4 regulatory T cells (Tregs) (2). MHC Class II antigen processing machinery expressed by medullary thymic epithelium cells (mTECs) and thymic antigen presenting cells (APCs) are critical for screening for auto-reactive T cells. Two chaperone proteins, H2-M (murine; human, HLA-DM), and H2-O (murine; human, HLA-DO) are major components of the MHC II processing pathway. While H2-M is expressed in all APCs, H2-O is expressed in the thymic medulla, B cells and various dendritic cell subpopulations (3, 4). H2-M plays a critical role in MHC class II antigen processing by dissociating the Class II Invariant Chain peptide (CLIP) from the newly synthesized MHC II. Dissociation of CLIP promotes a peptide-receptive MHC II conformation to which denatured protein antigens can be screened for the best MHC II groove fitting epitopes. However, a peptide-receptive MHC II conformation is highly transient and in the absence of suitable peptides readily reverts to a closed conformation (5–8). We have proposed that H2-O binds to MHC II in receptive conformation (9) and works cooperatively with H2-M to stabilize the peptide-receptive MHC II conformation for an optimized epitope selection process (10). Together, H2-M and H2-O molecules can ensure that the best MHC II groove fitting epitopes are selected for presentation to cognate CD4 T cells.

While the exact mechanism of Treg selection remains to be fully understood (11), two critical requirements have been recognized as necessary for a successful thymic Treg development. First, thymic Treg development requires relatively strong TCR signaling in the thymic medulla (12), and second, Treg development relies on signaling by the common γ chain (γC) cytokines, mainly IL-2, for driving Foxp3 expression (13). While a strong TCR signaling during negative selection normally leads to CD4 T cell deletion (1), a somewhat weaker TCR signaling has been suggested to promote Treg selection (11, 14, 15). TCR signaling is affected by both the nature and density of the presented self-peptides (16, 17). If epitopes are in high abundance and more ubiquitously expressed in the medulla, then cognate CD4 T cells will undergo clonal deletion. However, if epitopes are in lower abundance and have a sparser expression, leading to discontinuous TCR stimulation, then cognate CD4 T cells might undergo Treg selection. This model of Treg selection relies on the level of TCR signaling that medulla localized CD4 single-positive (SP) T cells receive. As loss of H2-O in naïve peripheral B cells has been shown to alter both the repertoire and density of presented peptides (18, 19) we questioned if loss of H2-O in the thymus could affect whether CD4 T cells are signaled for deletion, or survival during thymic deletion. Should a lower density of self pMHCII be presented in the thymic medulla, an increased number of self-reactive CD4 T cells might escape deletion leading to an increased frequency of auto-reactive T cell clones in the periphery. Or, alternatively, presentation of a lower density of self pMHCII could promote selection of regulatory T cells. Here, we demonstrate that loss of H2-O generates a more stimulatory *in vivo* environment impacting both the thymic development and peripheral activation of regulatory T cells.

## Results

### Loss of H2-O increases the activation state of auditing medulla CD4 T cells

Previously, we demonstrated that loss of H2-O expression correlated with both an increased B cell presentation of low-affinity MHC II peptides, and an increased frequency of a MOG_35-55_ specific, self-reactive CD4 T cell (18). Because of H2-O expression in the medullary thymus we speculated that H2-O deficiency might lead to presentation of lower densities of high-affinity self-peptides in the medulla, thereby causing altered clonal deletion. Based upon findings by Breed et al. positively selected (TCR-β+ CD5+) medulla CD4 T cells can be subdivided into two main populations, “Auditing” (CCR7+ Caspase-3_neg_) and “Clonally Deleted” (CCR7+ Caspase-3_pos_) T cells (20). Using this strategy, we examined the levels of positively selected (TCR-β+CD5+) CD4 T cells undergoing auditing (CCR7+ CD4+Caspase-3_neg_) or clonal deletion (CCR7+ CD4+Caspase-3_pos_) in 6 week old male and female H2-O WT and H2-O mice (**Figure 1**; **Supplementary Figure 1**). Loss of H2-O was found to significantly increase the expression of the activation marker CD69 on CD4 T cells undergoing active self-auditing (**Figure 1A**), but not those selected for clonal deletion (**Figure 1B**).

**Figure 1:**
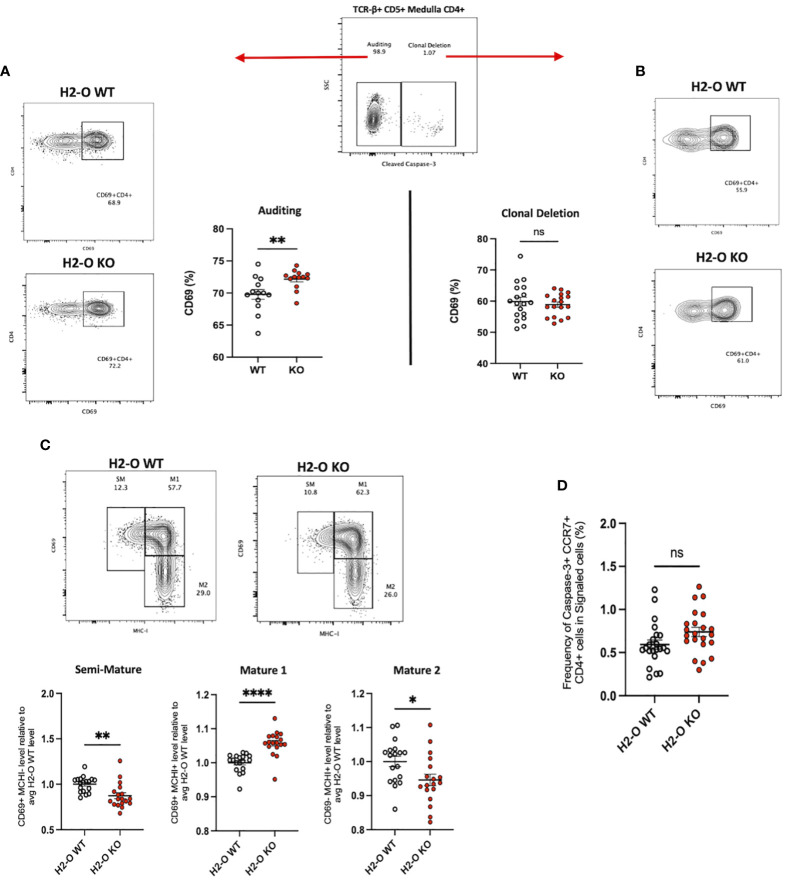
Loss of thymic H2-O increases the activation state of auditing CD4 T cells **(A)** Left: representative contour plots showing total CD69 expression in auditing (Caspase-3 negative) signaled (TCR-B+CD5+) CCR7+CD4+ T cells from 6-week-old H2-O WT (Top) and H2-O KO (Bottom) thymi. Right: Combined CD69 expression data from 5 repeat experiments. N= 18 mice per genotype **(B)** Right: representative contour plots showing total CD69 expression in Clonally deleted (Caspase-3 positive) signaled (TCR-B+CD5+) CCR7+CD4+ T cells from 6-week-old H2-O WT (Top) and H2-O KO (Bottom) thymi. Left: Combined CD69 expression data from 5 repeat experiments. N= 18 mice per genotype **(C)** Top: representative contour plots showing the subdivision of auditing (Caspase-3 negative) signaled (TCR-B+CD5+) CCR7+CD4+ T cells from 6-week-old H2-O WT (Left) and H2-O KO (Right) thymi into three maturation stages: Semi-Mature (SM), Mature 1 (M1), and Mature 2 (M2). Bottom: Cumulative maturation state data from 5 repeat experiments, N = 18 mice per genotype. Expression has been normalized to the average H2-O WT levels within each experiment to allow for comparison across experiments. Raw percentage data can be found in **Supplementary Figure 3**. **(D)** Frequency of medulla specific (CCR7+) CD4 T cells selected for clonal deleted (Caspase-3+) ns, not significant,*<0.05, **<0.001, ***<0.0001, ****<0.00001 Statistics: unpaired student T-test.

CD69 in combination with MHC-I defines 3 medullary maturation stages: semi-mature (CD69+ MHC-I -), mature 1 (CD69+ MHC-I +), and mature 2 (CD69- MHC-I -) (20). Subdivision of auditing H2-O-KO CD4 T cells identified a significant increase in CD4 T cells with a Mature 1 phenotype (**Figure 1C** middle). Conversely, both the semi-mature and mature 2 stages were decreased in H2-O KO mice (**Figure 1C** left/right). No differences in any maturation stage were found in the clonally deleted CD4 T cell population (**Supplementary Figure 2** **).** Furthermore, H2-O deficiency, did not appear to alter the rate of CD4 T cells undergoing clonal deletion (**Figure 1C**). Importantly, no differences were observed in thymocytes undergoing positive selection (**Supplementary Figure 3**). These data suggest that loss of H2-O drives a more stimulatory thymic medulla environment, but with similar levels of clonal deletion. It is therefore likely that the increased peripheral frequencies of MOG-specific CD4 T cells previously identified is due to increased peripheral expansion of the MOG-reactive clone, not a general alteration in clonal deletion.

### H2-O KO thymi have increased regulatory T cell development

With increased levels of peripheral Tregs previously identified in H2-O KO mice (18), we also questioned if H2-O deficiency was affecting Treg selection. In fact, one model of thymic Treg selection centers around the concept of antigen density (14, 21). Within this “mosaic” model, sporadic MHC-TCR interactions with sparsely presented self-epitopes leads to Treg development. Since it has been shown that peripheral loss of H2-O leads to alterations in peptide presentation (18, 19, 22), we postulated that altering the level of self-epitopes present in the medulla could alter Treg selection. Analysis of CD4 single-positive T cells identified an increased frequency of CD25+Foxp3+ T cells in H2-O KO mice (**Figure 2A**). Furthermore, H2-O KO thymic Tregs (tTregs) expressed higher levels of the high affinity IL-2 receptor (CD25) (**Figure 2B**/left), and the orphan nuclear receptor Nur77 (**Figure 2B**/right). As Nur77 has been associated with the level of TCR engagement (23), increased Nur77 expression strongly indicates that absence of H2-O leads to increased TCR engagement suggesting an increased self-reactivity. Finally, maturation state analysis found that H2-O KO tTregs were enriched in the M1 stage (**Figure 2C**).

**Figure 2:**
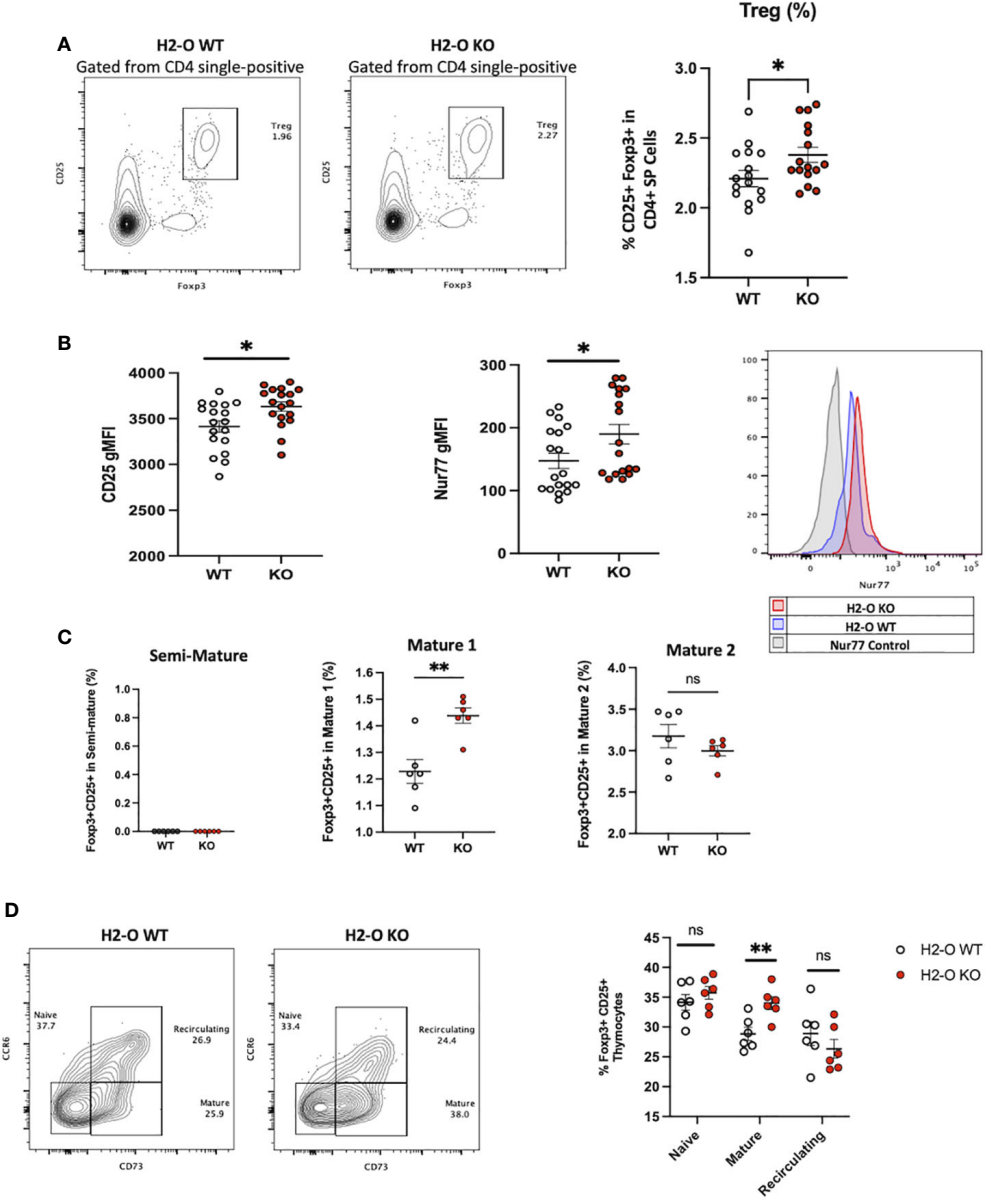
H2-O KO thymi have increased regulatory T cell levels. **(A)** Left: representative contour plots showing the frequency of Tregs (CD25+ Foxp3+) cells in the CD4 single-positive thymus population. Right: cumulative percentage of Foxp3+ CD25+ cells within the CD4 single-positive thymus population in H2-O WT (white) or H2-O KO (red) cells. Data from 3 replicate experiments, N= 16 mice per genotype. **(B)** Geometric mean fluorescence intensity (gMFI) of CD25 (left), Nur77 (right) expressed by Foxp3+ CD4+ T cells in the thymus of H2-O WT (white) or H2-O KO (red) mice. **(C)** Subdivision of Treg cells into three maturation stages: Semi-Mature (Left), Mature 1 (Middle), and Mature 2 (Right). Data from 2 replicate experiments. **(D)** Left: representative contour plots showing the frequency of Naive (CCR6- CD73-), Mature (CCR6- CD73+), and Recirculating (CCR6+ CD73+) Foxp3+ CD25+ Tregs in 6-week-old H2-O WT and H2-O KO thymi. Right: Summary plots showing the frequency of Naive (CCR6- CD73-), Mature (CCR6- CD73+), and Recirculating (CCR6+ CD73+) Foxp3+ CD25+ Tregs from 2 independent repeat experiments, N= 6 mice per group. ns = not significant, * = <0.05, ** = <0.001. Statistics: unpaired student T-test.

Since peripheral Tregs are known to recirculate back to the thymus (24) we investigated what percentage of the identified tTreg pool in H2-O WT and H2-O KO thymi came from the periphery. As show in **Figure 2D**, similar levels of recirculating (CCR6+ CD73+) Tregs were identified in both H2-O WT and H2-O KO thymi. Supporting the identification of increased M1 stage Tregs, CCR6- CD73+ (mature) Tregs were statistically increased in H2-O KO mice. No major differences were found in the level of naïve (CCR6- CD73-) Tregs. These findings suggest that the increased Treg levels observed in H2-O KO thymi are likely due to an increased *de novo* Treg selection not an increased recirculation of peripheral Treg.

### Loss of H2-O correlates with increased peripheral CD4 T cell activation

Considering the observation that lack of H2-O did not appear to alter clonal deletion frequencies but did affect the level of thymic CD4 T cell activation, we next evaluated whether peripheral loss of H2-O also increased CD4 T cells activation. Unimmunized H2-O KO spleens had an increased frequency of CD4 T cells co-expressing the key activation markers CD44+ and CD69+ (**Figure 3A**) and the tissue homing marker CCR7 (**Figure 3B**). We further assessed the levels of “non-activated” (CCR7+ CD62L+) versus “activated” (CCR7- CD62L-) CD4 T cells (25), and found lower frequencies of non-activated CD4 T cells in H2-O KO mice (**Figure 3C**, left). Importantly, this correlated with an increase in percentage of activated CD4 T cells (**Figure 3C**, right). Collectively, these phenotypic analyses support the idea that loss of H2-O leads to increased basal levels of activated CD4 T cells in unimmunized H2-O KO mice.

**Figure 3:**
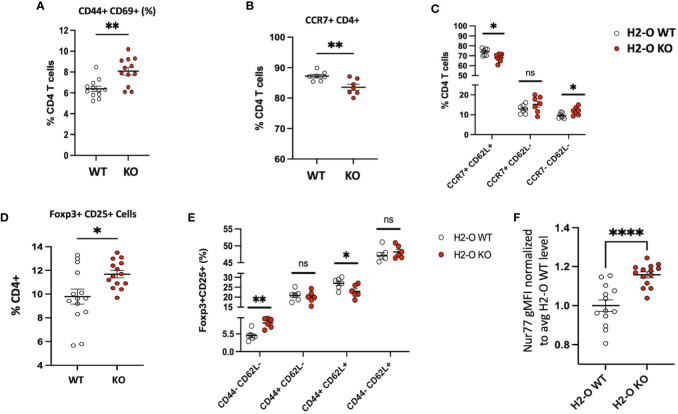
H2-O KO mice have an increased activated peripheral CD4 T cell population **(A)** Basal levels of CD44 and CD69 expressed by H2-O WT (white) and H2-O KO (red) splenic CD4 T cells. Increased CD69 expression, a marker of recent activation showed increased levels on H2-O KO CD4 T cells **(B)** Percentage of CD4+ T cells expressing the lymphoid tissue homing receptor CCR7 **(C)** CCR7 and CD62L expression levels in unimmunized splenic CD4 T cells **(D)** Frequency of Foxp3+CD25+ cells in splenic CD4+ T cell population of unimmunized mice **(E)** H2-O KO peripheral Tregs express decreased levels of naïve (CD44+ CD62L+) expressing cells **(F)** Normalized Nur77 gMFI levels in Foxp3+CD25+ Treg cells in H2-O WT (white) and H2-O KO (red) cells. To account for experimental variation the average Nur77 gMFI level in H2-O WT samples was calculated. gMFI levels in both H2-O WT and H2-O KO samples were then divided by the calculated H2-O WT average. An increased Nur77 ratio indicates increased Nur77 gMFI levels. Summary of 3 repeat experiments. *<0.05, **<0.001, ***<0.0001,****<0.00001.

As discussed above, H2-O KO thymi promoted Tregs selection. Consistent with these observations and our previously published data (18, 26), H2-O KO spleens had an increased frequency of CD25+ Foxp3+ Tregs (**Figure 3D**). Furthermore, H2-O KO Tregs showed decreased levels of CD62L (**Figure 3E**) and increased levels of Nur77 (**Figure 3F**) indicating a larger proportion of Tregs cells are likely more activated and circulating through the periphery of H2-O KO mice.

### Single cell RNA-sequencing of H2-O KO splenic CD4 T cells confirms increased activation

Based upon the strong FACS data above exhibiting increased numbers of Tregs, and more activated CD4 T cells, we attempted single-cell RNA-sequencing (scRNA-seq) to gain a more holistic unbiased characterization. CD3+ CD4+ NK1.1- CD19- cells were sorted from spleens of 3 unimmunized H2-O WT and 3 unimmunized H2-O KO mice and subjected to 10x Genomics scRNA-seq analyses. 

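The deposited values are the UMI counts of each gene in each barcode that the authors' run of Cell Ranger called a cell, without normalization, with 1 library per mouse. A UMI is a tag that marks 1 captured RNA molecule. The called cells of a library held between 9973193 and 40237962 UMIs, with a median of 27100555 in H2-O KO and 20076724 in H2-O WT. There were 21714 called cells in H2-O KO and 16359 in H2-O WT. The mice were 10 weeks old by the paper's methods and 8 weeks old by the labels of the libraries. H2-Oa (ENSMUSG00000024334), which encodes the alpha chain of H2-O, lies on chromosome 17 from 34092340 to 34095234 in the GRCm38 annotation. In the cells kept by the paper's filters it stood at 4.54, 3.53 and 3.79 CPM (UMIs of the gene relative to all UMIs, scaled to a common total) in H2-O KO replicates 1 to 3 and at 5.29, 6.29 and 8.42 CPM in H2-O WT replicates 1 to 3. In the cluster that held macrophage-like and B cell-like cells, it stood at 11.4, 24.5 and 13.6 CPM in H2-O KO and at 56.1, 66.3 and 145 CPM in H2-O WT, from 6, 9, 8, 6, 16 and 34 UMIs. Every H2-O KO library thus lay below every H2-O WT library in both sets of cells. This did not hold in the non-activated-like clusters described below. There H2-Oa stood at 4.68, 3.67 and 3.28 CPM in H2-O KO and at 3.09, 4.28 and 3.99 CPM in H2-O WT. H2-Ob, which encodes the beta chain, stood at 28.2, 34.1 and 27.2 CPM in H2-O KO and 19.3, 21.3 and 21.0 CPM in H2-O WT. Clusters were rebuilt from the counts with the settings of the methods, on the libraries merged without integration. The share of cells in each library was compared between genotypes, since cells of 1 mouse are not replicates. With 3 mice against 3 the exact two-sided permutation test has 20 assignments and cannot give a p below 0.1.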

In total, 11 distinct CD4 T cell clusters were identified (**Figure 4A**; **Supplementary Figure 4**). 

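The 29738 kept cells formed 8 clusters, numbered from 0 by size and named by marker lists fixed before the data were examined. Clusters 0 and 1 were non-activated-like, clusters 2 and 5 Treg-like, clusters 3 and 4 activated-like, cluster 6 macrophage-like with B cell-like and cycling cells in it, and cluster 7 NK/NKT-like. Clusters 1 and 5 set themselves apart by their RNA content. The median cell of cluster 1 held 1527.5 UMIs, 6.44% of them from ribosomal protein genes, and that of cluster 5 held 1673 UMIs, 5.36% of them from ribosomal protein genes. In cluster 0 the median cell held 5009 UMIs, 32.9% of them from ribosomal protein genes. The leading genes of cluster 1 were Gm26917, Gm16565 and Cblb. It held 0 of the 11 non-activated markers among its 10 leading genes and was named by the fold of the 6 that were detected. The number of clusters depended on the resolution, with 5 at 0.1 and 14 at 0.4.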

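Rebuilt cluster 0, non-activated-like, held 58.0% ± 8.32 (SD, n = 3 mice) of the kept cells in H2-O KO libraries and 38.1% ± 18.7 (SD, n = 3) in H2-O WT libraries (exact permutation test, two-sided, p = 0.2). The genotypes overlapped, since H2-O WT replicate 2 reached 58.9% and H2-O KO replicate 3 only 49.0%. Rebuilt cluster 2, Treg-like, held 12.2% ± 0.563 (SD, n = 3) in H2-O KO and 6.89% ± 0.273 (SD, n = 3) in H2-O WT, and every H2-O KO library lay above every H2-O WT library (exact permutation test, p = 0.1). The activated-like cluster 3 held 9.43% ± 0.942 (SD, n = 3) and 5.43% ± 1.67 (SD, n = 3), also without overlap (exact permutation test, p = 0.1). These shares are fractions of all kept cells. The 2 clusters of low ribosomal protein content, 1 and 5, made up 12.4% ± 9.58 (SD, n = 3) of the cells in H2-O KO libraries and 43.7% ± 18.4 (SD, n = 3) in H2-O WT libraries. Of the alternatives set before the data were examined, the restriction to cells with at least 2000 UMIs moved the share of cluster 2 most, to a difference of 1.90 percentage points in place of 5.31.

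**Figure D1:**
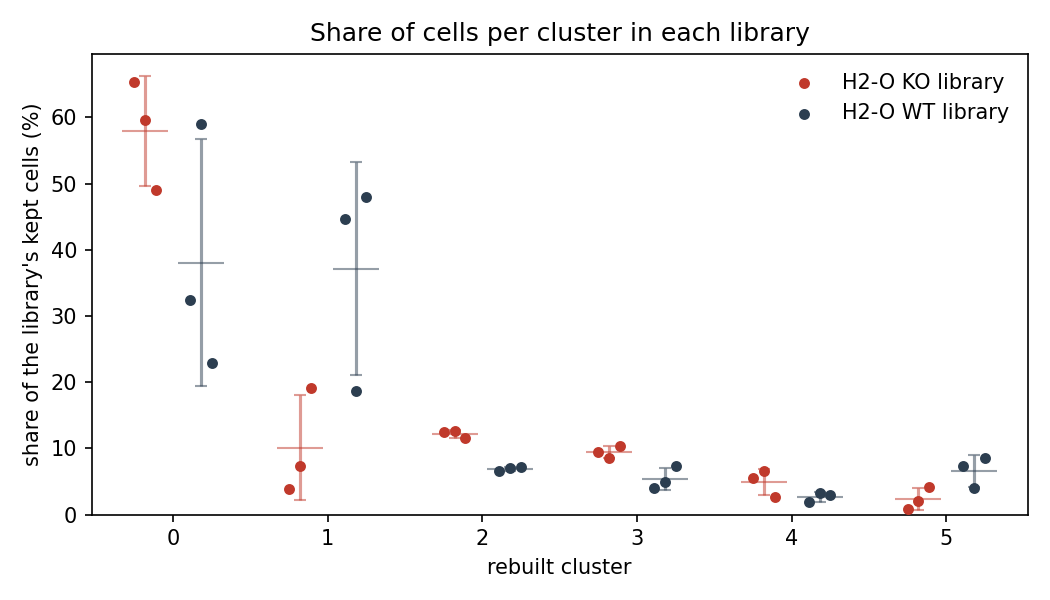
Share of each library's kept cells (percent, vertical axis) in rebuilt clusters 0 to 5 (horizontal axis). Points are single libraries of H2-O KO or H2-O WT mice with the mean and SD of 3 libraries, and H2-O WT replicate 2 lies at 58.9% in cluster 0, within the range of the H2-O KO libraries.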

Separation of the clusters based upon H2-O expression identified a dramatic increase in cluster 0, cluster 2 and cluster 3 in the H2-O KO samples. Conversely, clusters 1 and 4 were significantly increased in H2-O WT samples. 

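The nearest rebuilt counterparts of these clusters were the non-activated-like cluster 1 and the Treg-like cluster 5, both of low ribosomal protein content. Rebuilt cluster 1 held a larger share than the paper's cluster 1 in every library. The paper's cluster 1 held 2.73%, 6.86% and 13.5% in H2-O KO replicates 1 to 3 by its Supplementary Table 1. In H2-O WT replicates 1 to 3 it held 38.9%, 17.6% and 40.6%, without overlap between the genotypes. Rebuilt cluster 1 held 10.1% ± 7.94 (SD, n = 3 mice) of the cells in H2-O KO libraries and 37.1% ± 16.1 (SD, n = 3) in H2-O WT libraries (exact permutation test, two-sided, p = 0.2). Its share in single libraries was 3.90%, 7.36% and 19.1% in H2-O KO replicates 1 to 3 and 44.7%, 18.7% and 48.0% in H2-O WT replicates 1 to 3, so that H2-O KO replicate 3 lay above H2-O WT replicate 2. Rebuilt cluster 5 held 2.33% ± 1.65 (SD, n = 3) in H2-O KO and 6.59% ± 2.35 (SD, n = 3) in H2-O WT (exact permutation test, p = 0.2), and the same pair of libraries overlapped. Both differences exceeded the pooled SD of the libraries, 12.7 and 2.03 percentage points.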

Further refinement based upon expression of CD44 and CD62L (Sell) showed that most of clusters 0, 5 and 1 were naïve (CD44- CD62L+) CD4 T cells and CD44+CD62L- effector CD4 T cells were mainly located in clusters 2, 3, and 4. **Supplementary Figure 5** shows key genes significantly upregulated in Clusters 0, 1, 2, 3, and 4. No detectable difference was observed in cells expressing central memory markers (CD44+ CD62L+) within Cluster 0 (**Figure 4B**).

**Figure 4:**
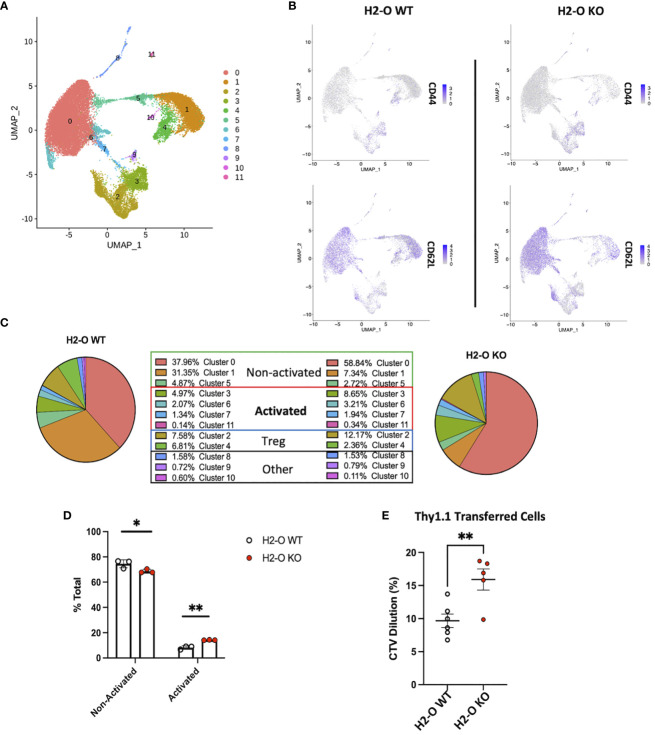
Loss of H2-O function causes increased basal CD4 cell activation. **(A)** scRNA-seq clustering of CD4 T cells after Seurat analysis. Data represents the average of of 3 biological replicates per genotype. **(B)** Co-expression of CD44 (top) and CD62L (bottom) within either H2-O WT (left) or H2-O KO (right) clusters. **(C)** Breakdown of clusters in H2-O WT (Left) or H2-O KO (Right) samples. Clusters are grouped based upon, (1) known CD4 T cell subset markers and (2) gene comparison to published CD4 T cell data sets available on the Immunological Genome Project (www.immgen.org). Identified CD4 Cell phenotypes were: Non-activated, Activated, and Regulatory T cells. ”Other” refers to a minor macrophage and NKT cell contamination from the sorting process. **(D)** Distribution of the for the Non-activated and Activated phenotypes across the H2-O WT and H2-O KO biological replicates (N = 3 mice per genotype). **(E)** *In vivo* proliferation of adoptively transferred naïve Thy1.1+ CD4 T cells (Thy1.1+ CD3+ CD4+ CD44- CD25-) after 7 days in either Thy1.2 H2-O WT (white) or Thy1.2 H2-O KO (red) hosts. Pooled data from 2 independent experiments (N= 6 H2-O WT, 5 H2-O KO). ns = not significant, * = <0.05, ** = <0.001, ***= <0.0001, **** = <0.00001. Statistics: unpaired student T-test.

Comparing the genes from Clusters 0, 1 and 5 to the published CD4 T cell datasets using the “My Geneset” function on the Immunological Genome Project (www.immgen.org) suggested that upregulated genes (Log_2_Avg Fold-change (FC) 0.5) were present in both “naïve” and “activated” CD4 T cell datasets (**Figure 4C**). 

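Ccr7 (ENSMUSG00000037944) lies on chromosome 11 from 99144196 to 99155077. It stood at 633 ± 49.7 CPM (SD, n = 6 libraries) in rebuilt cluster 0 and 571 ± 223 CPM (SD, n = 6) in rebuilt cluster 1. In the Treg-like cluster 2 it stood at 271 ± 91.1 CPM (SD, n = 6) and in the activated-like cluster 3 at 250.1 ± 15.5 CPM (SD, n = 6). Within cluster 1, Ccr7 stood at 756 ± 124 CPM (SD, n = 3 mice) in H2-O KO and 385 ± 72.4 CPM (SD, n = 3) in H2-O WT (exact permutation test, two-sided, p = 0.1). The interferon-response cluster 4, placed among the activated-like clusters by its other markers, held 601 ± 31.9 CPM (SD, n = 6) of Ccr7.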

Based upon the high expression of CCR7 however, these clusters were labeled as “non-activated”. Clusters 3, 6, 7, and 11 aligned with mainly an “activated” CD4 T phenotype. 

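The rebuilt activated-like clusters were cluster 3, with 2380 cells, and cluster 4, with 1182 cells. The leading genes of cluster 3 were Ccl5, Nkg7, Itgb1 and S100a6, and those of cluster 4 were the interferon-response genes Ifit3, Ifit1 and Isg15. Cluster 4 held 4.92% ± 2.02 (SD, n = 3 mice) of the cells in H2-O KO libraries and 2.67% ± 0.750 (SD, n = 3) in H2-O WT libraries (exact permutation test, two-sided, p = 0.3).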

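Cd44 (ENSMUSG00000005087) lies on chromosome 2 from 102811141 to 102901665. It stood at 140.3 ± 28.3 CPM (SD, n = 6 libraries) in rebuilt cluster 3, against 17.4 ± 3.66 CPM (SD, n = 6) in cluster 0 and 12.9 ± 5.52 CPM (SD, n = 6) in the interferon-response cluster 4. Clusters 2, 5, 6 and 7 held 94.4, 174, 112 and 150 CPM of Cd44, so cluster 3 was not the highest. Within cluster 3, Cd44 stood at 121 ± 9.18 CPM (SD, n = 3 mice) in H2-O KO and 160 ± 27.7 CPM (SD, n = 3) in H2-O WT (exact permutation test, two-sided, p = 0.1). Mki67, which encodes Ki67, stood at 422 ± 296 CPM (SD, n = 6) in rebuilt cluster 6, where cycling cells lay with macrophage-like and B cell-like cells, and at 14.3 ± 2.60 CPM (SD, n = 6) in cluster 3. With the settings of the methods no separate cluster of cycling cells formed. Clusters led by Mki67 formed at resolution 0.4 (79 cells), with 30 principal components (75 cells) and with up to 10% of mitochondrial UMIs (94 cells), and over cells with at least 10% of UMIs from ribosomal protein genes, an alternative chosen after seeing the data, a cluster of 62 cells held Mki67 among its leading genes.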

Cluster 3 was found to have increased expression of the activation marker CD44, while Cluster 11 expressed high Ki67. Clusters 2 and 4 contained the known Treg genes Foxp3 and Il2ra (CD25) (**Supplementary Table 1**). 

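Foxp3 (ENSMUSG00000039521) lies on chromosome X from 7573644 to 7595245, and Il2ra (ENSMUSG00000026770) lies on chromosome 2 from 11642807 to 11693193. Both genes were among the markers by which the rebuilt Treg-like clusters were named. Foxp3 stood at 353 ± 56.6 CPM (SD, n = 6 libraries) in cluster 2 and 209.9 ± 44.7 CPM (SD, n = 6) in cluster 5, against 4.79 ± 0.901 CPM (SD, n = 6) in cluster 0. Each cell was thinned at random to 1500 UMIs, so that cells of different depth could be compared. Shallower cells, 1301 in H2-O KO and 2408 in H2-O WT, were left out. After thinning, a Foxp3 UMI was found in 37.9% ± 3.70 (SD, n = 3 mice) of cluster 2 cells in H2-O KO and 31.8% ± 7.26 (SD, n = 3) in H2-O WT. In cluster 0, which should lack the gene, the shares at the same depth were 0.740% ± 0.328 (SD, n = 3) and 0.622% ± 0.310 (SD, n = 3).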

Clusters 8, 9, and 10 were small populations of Macrophages and NKT cell (**Supplementary Table 1**). 

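C1qb, a macrophage gene, stood at 350.4 ± 152 CPM (SD, n = 6 libraries) in rebuilt cluster 6, which held 576 cells. The B cell gene Cd79a stood at 718 ± 297 CPM (SD, n = 6) in the same cluster. Rebuilt cluster 7, of 341 cells, held Zbtb16 at 362 ± 58.4 CPM (SD, n = 6). Cluster 6 made up 2.06% ± 0.355 (SD, n = 3 mice) of the cells in H2-O KO and 1.84% ± 0.402 (SD, n = 3) in H2-O WT (exact permutation test, two-sided, p = 0.6).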

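Non-activated-like cells made up 68.1% ± 1.14 (SD, n = 3 mice) of the kept cells in H2-O KO libraries and 75.2% ± 3.76 (SD, n = 3) in H2-O WT libraries (exact permutation test, two-sided, p = 0.1, the smallest that this design allows). Activated-like cells made up 14.4% ± 1.14 (SD, n = 3) and 8.10% ± 2.15 (SD, n = 3) (exact permutation test, p = 0.1). Both differences exceeded the pooled SD of the libraries, 2.78 and 1.72 percentage points. The clusters of low ribosomal protein content were non-activated-like and Treg-like and counted in these fractions. With the clusters of low ribosomal protein content left out, an alternative chosen after seeing the data, activated-like cells made up 16.4% ± 0.683 (SD, n = 3) in H2-O KO and 15.5% ± 7.02 (SD, n = 3) in H2-O WT (exact permutation test, p = 1). Without H2-O WT replicate 3 as well, they made up 11.4% in H2-O WT. With H2-O WT replicate 1 or 2 left out in its place, they made up 17.0% or 17.9%. Over all 3 libraries, non-activated-like cells then made up 66.0% ± 2.46 (SD, n = 3) and 65.4% ± 12.0 (SD, n = 3) (exact permutation test, p = 0.9). Over cells with at least 2000 UMIs, the difference between H2-O KO and H2-O WT was 3.23 percentage points for activated-like cells and 5.58 for non-activated-like cells, the latter in the other direction, with cells of 2 unnamed clusters counted in neither class.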

Condensing the cluster analysis further supported our initial FACS data that unimmunized H2-O-KO mice have a decreased frequency of “Non-activated” CD4 T cells (68.90% avg H2-O KO vs 74.17% avg H2-O WT with a coinciding increase in “Activated” (14.14% avg H2-O KO vs 8.53% avg H2-O WT) CD4 T cells (**Figure 4D**).

To test whether the higher activated state in H2-O KO T cells were possibly induced by the *in vivo* environment, we performed an adoptive transfer experiment of Treg depleted naïve Thy1.1+ CD4+ T cells from H2-O WT mice into either unimmunized Thy1.2+ H2-O WT, or Thy1.2+ H2-O KO hosts. Seven days post-transfer we observed that H2-O KO hosts induced significantly more *in vivo* proliferation of the Thy1.1+ WT donor cells as compared to the H2-O WT hosts (**Figure 4E**). These data further support our working model that loss of H2-O promotes increased T cell activation by APCs presenting a wider range of self-epitopes (18).

### H2-O KO Tregs have a more activated phenotype

Initial analyses of the two Treg clusters revealed that the frequency of Clusters 2 and 4 were roughly equal in H2-O WT samples, whereas H2-O KO samples had an overrepresentation of Cluster 2 (**Figure 5A**). 

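Treg-like cells of both rebuilt clusters together made up 14.5% ± 1.18 (SD, n = 3 mice) of the kept cells in H2-O KO and 13.5% ± 2.37 (SD, n = 3) in H2-O WT, a difference below the pooled SD of 1.87 percentage points (exact permutation test, two-sided, p = 0.6). In H2-O WT replicates 1 to 3, cluster 2 held 6.59%, 6.96% and 7.12% of the cells and the Treg-like cluster of low RNA content, cluster 5, held 7.26%, 3.98% and 8.52%. In H2-O KO replicates 1 to 3, cluster 2 held 12.4%, 12.6% and 11.6% and cluster 5 held 0.884%, 1.98% and 4.12%. Counted without clusters, cells with a Foxp3 UMI after thinning to 1500 UMIs made up 6.05% ± 0.889 (SD, n = 3) in H2-O KO and 4.66% ± 0.194 (SD, n = 3) in H2-O WT (exact permutation test, p = 0.1). At 3000 UMIs per cell, which left out 3681 cells of H2-O KO and 5599 of H2-O WT, they made up 7.91% ± 0.918 (SD, n = 3) and 7.53% ± 0.729 (SD, n = 3) (exact permutation test, p = 0.6).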

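Il2ra stood at 189 ± 63.6 CPM (SD, n = 6 libraries) in rebuilt cluster 2 and 378 ± 85.0 CPM (SD, n = 6) in rebuilt cluster 5, against 3.57 ± 1.21 CPM (SD, n = 6) in cluster 0. Pdcd1 stood at 90.0 ± 32.3 CPM (SD, n = 6) and 40.6 ± 12.9 CPM (SD, n = 6) in the same pair of Treg-like clusters, against 1.61 ± 0.423 CPM (SD, n = 6) in cluster 0. Ctla4 stood at 586 ± 105 CPM (SD, n = 6) and 686 ± 205 CPM (SD, n = 6), against 26.6 ± 6.99 CPM (SD, n = 6) in cluster 0. Between genotypes, Foxp3 in cluster 2 stood at 351 ± 39.3 CPM (SD, n = 3 mice) in H2-O KO and 355 ± 80.3 CPM (SD, n = 3) in H2-O WT (exact permutation test, two-sided, p = 1).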

Further analysis showed that both clusters 2 and 4 expressed the classic Treg genes, Foxp3 (**Figure 5B**), IL2ra [CD25] (**Figure 5C**), Pdcd1 [PD-1] (**Figure 5D**), and CTLA-4 (**Supplementary Table 1**). However, we noted that the Foxp3+ cells in cluster 2 segregated into two populations based upon CD25 expression, Foxp3+ CD25^Low^ and Foxp3+ CD25+, with a distinct enrichment of the Foxp3+ CD25^Low^ populations in H2-O KO samples. This was noteworthy as it has been shown that CD25-low FOXP3+ Treg are associated with a more inflammatory state (27). 

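Among thinned Foxp3+ cells of rebuilt cluster 2, 73.2% ± 5.01 (SD, n = 3 mice) had no Il2ra UMI in H2-O KO libraries and 79.9% ± 4.28 (SD, n = 3) had none in H2-O WT libraries (exact permutation test, two-sided, p = 0.2). Without thinning the shares were 52.0% ± 5.47 (SD, n = 3) and 55.4% ± 14.3 (SD, n = 3) (exact permutation test, p = 0.8). Over both Treg-like clusters the thinned shares were 72.2% ± 4.04 (SD, n = 3) and 72.4% ± 2.69 (SD, n = 3) (exact permutation test, p = 1). At these depths a missing UMI does not separate a low level of Il2ra from none. These shares are taken among Foxp3+ cells and do not give the frequency of such cells among all kept cells.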

Cluster 2 analysis also identified a small number of cells that expressed the Th17 transcription factor Rorc (RORy), but only in cells from H2-O KO mice (**Supplementary Figures 5, 6**). These findings support the association of H2-O with a less inflammatory environment.

**Figure 5:**
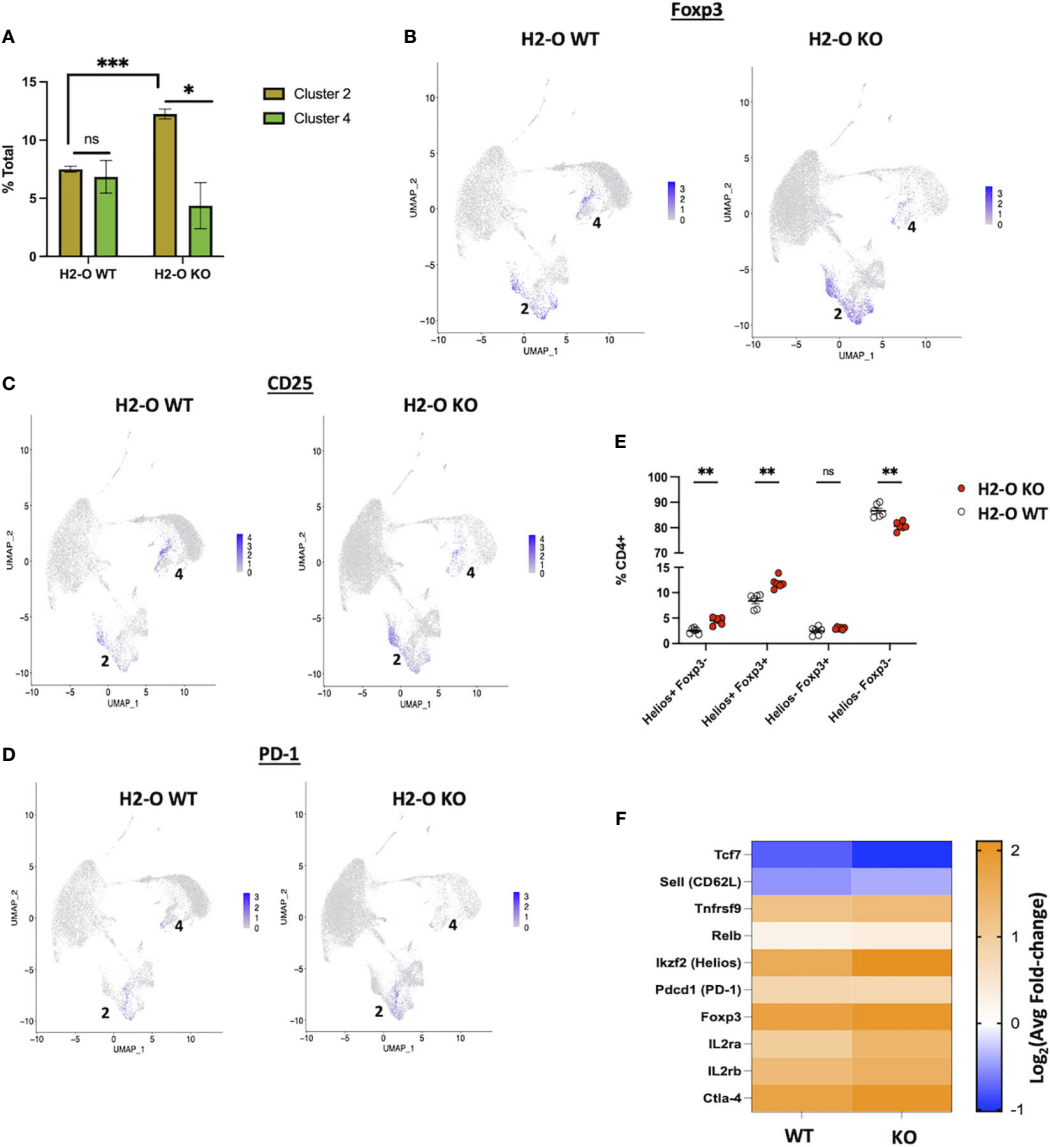
The H2-O KO Treg population has a more effector like phenotype. **(A)** (Left) distribution of the two scRNA-seq Treg clusters in either H2-O WT (left) or H2-O KO (right) samples. (Right) Expression of key Treg phenotypic markers: Foxp3 (Top) and CD25 [Il2ra] (Bottom). **(B)** Expression of Foxp3 in H2-O WT (Left) or H2-O KO (Right) clusters. **(C)** Expression of CD25 (IL2ra) in H2-O WT (Left) or H2-O KO (Right) clusters. **(D)** Expression of PD-1 (Pdcd1) in H2-O WT (Left) or H2-O KO (Right) clusters. **(E)** Subdivision of the splenic CD4+ T cell population by Foxp3 and Helios expression. **(F)** Comparison of cluster 2 upregulated genes (Log2Avg FC >0.5) in H2-O WT and H2-KO samples to a published (Miragaia et al.) splenic effector Treg genetic profile. ns = not significant, * = <0.05, ** = <0.001, ***= <0.0001. Statistics: unpaired student T-test.

Also identified with the Treg clusters was the transcription factor Ikzf2 [Helios], a marker of stable Treg lineage commitment in inflammatory conditions (28), and a controversial marker of thymic Tregs (29–32). 

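Ikzf2 (ENSMUSG00000025997) lies on chromosome 1 from 69531214 to 69687245. It stood at 549 ± 39.9 CPM (SD, n = 6 libraries) in rebuilt cluster 2 and 952 ± 196 CPM (SD, n = 6) in rebuilt cluster 5, against 10.0 ± 4.43 CPM (SD, n = 6) in cluster 0. Within cluster 2 it stood at 533 ± 44.1 CPM (SD, n = 3 mice) in H2-O KO and 565 ± 35.9 CPM (SD, n = 3) in H2-O WT (exact permutation test, two-sided, p = 0.4). Within cluster 5 it stood at 826 ± 39.3 CPM (SD, n = 3) in H2-O KO and 1078 ± 217 CPM (SD, n = 3) in H2-O WT (exact permutation test, p = 0.1).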

FACS analysis of Helios protein expression not only supported the scRNA-Seq data that both H2-O WT and H2-O KO CD4 Tregs express Helios but also revealed that H2-O KO mice have an increased frequency of Helios+Foxp3+ Tregs (**Figure 5E**). Since UMAPs preserve information about the distance between clusters (33) we hypothesized that Tregs from Cluster 2 were transcriptional distinct from those in Cluster 4. 

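The rebuilt Treg-like clusters differed in RNA content as well as in genes. The median cell of cluster 2 held 4441 UMIs, 21.7% of them from ribosomal protein genes and 1.92% from mitochondrial genes, while the median cell of cluster 5 had 3.58% from mitochondrial genes. Gm26917 and Gm42418 together took 1.6% of the UMIs of the median cell in cluster 2 and 7.06% in cluster 5. The leading genes of cluster 2 were Tnfrsf4, Foxp3, Tigit and Cd83, and those of cluster 5 were Ikzf2, Il2ra, Ahnak and Fosb.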

Comparison of the Cluster 2 genetic signature with a published Treg data set (34) indicated that these cells are likely effector-like Tregs. Furthermore, breaking down Cluster 2 showed that H2-O KO Tregs had a larger fold change in expression of the core effector gene signature (**Figure 5F**). 

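The published data set was not used here. A list of 20 effector Treg genes was fixed before the data were examined. Its mean log2 ratio between cluster 2 and all other cells of the same library was 2.51 ± 0.10 (SD, n = 3 mice) in H2-O KO and 2.65 ± 0.16 (SD, n = 3) in H2-O WT (exact permutation test, two-sided, p = 0.3).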

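The level of each of the 10 genes of Figure 5F in rebuilt cluster 2 was set against all other kept cells of the same library. The mean log2 ratio of these genes was 2.65 ± 0.34 (SD, n = 3 mice) in H2-O KO and 2.31 ± 0.30 (SD, n = 3) in H2-O WT (exact permutation test, two-sided, p = 0.2), and it was larger in H2-O KO for 7 of the 10. Il2ra had a log2 ratio of 4.24 ± 0.99 (SD, n = 3) in H2-O KO and 2.90 ± 0.99 (SD, n = 3) in H2-O WT (exact permutation test, p = 0.2). For Ikzf2 the ratios were 4.22 ± 0.67 (SD, n = 3) and 3.18 ± 0.76 (SD, n = 3) (exact permutation test, p = 0.2), and for Pdcd1 they were 3.76 ± 0.20 (SD, n = 3) and 3.81 ± 0.45 (SD, n = 3) (exact permutation test, p = 0.9). The other cells include the Treg-like cells of cluster 5. Against other cells outside clusters 1 and 5, a set chosen after seeing the data, the mean log2 ratio was 2.85 ± 0.24 (SD, n = 3) in H2-O KO and 2.86 ± 0.18 (SD, n = 3) in H2-O WT (exact permutation test, p = 0.9). The ratio was then larger in H2-O KO for 4 of the 10 genes and smaller for 6. Compared between genotypes over all Treg-like cells, Il2ra had a log2 fold change of 0.0026 (standard error 0.21, adjusted p = 0.997 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and none of the 10 genes was called.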

We propose that this activated Treg state is likely driven by the increased basal CD4 T cell activation. Expansion of this Treg population could certainly be a mechanism controlling spontaneous autoimmunity in H2-O KO mice.

In summary, both scRNA-seq and FACs analyses showed that H2-O KO mice have an increased frequency of both conventional and regulatory CD4 T cells in the spleens of unimmunized mice. 

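With each library left out in turn, the difference between H2-O KO and H2-O WT in the Treg-like share of kept cells ranged from -0.216 to 2.14 percentage points, and that in the activated-like share from 5.16 to 7.31 percentage points. Outside the clusters of low ribosomal protein content, an alternative chosen after seeing the data, the ranges were -1.04 to 2.65 and -1.46 to 5.00. All shares are fractions of the sequenced cells and do not measure the number of CD4 T cells in the spleen.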

Loss of thymic H2-O expression correlated with an increased tTreg population that was not from peripheral recirculation and have received increased TCR stimulation which suggests increased autoreactivity. Furthermore, increased activation of conventional splenic CD4 T cells is likely a driving factor for the increased effector-like Treg status that was identified by scRNA-seq analyses of H2-O-KO CD4 cells.

## Discussion

In this study, we have refined our understanding of how loss of H2-O alters CD4 T cell activity *in vivo*. Thymic analysis of medulla localized CD4 T cells pointed to a novel role for H2-O on CD4 T cells undergoing self-auditing. Importantly, lack of H2-O expression led to an increased frequency of both thymic and peripheral Tregs.

Tregs play a fundamental role in maintenance of homeostasis, hence a better understanding of the mechanism of their development is highly desirable and the subject of numerous studies (14, 21). Our studies here are the first attempt in demonstrating that H2-O is a critical player in Treg development. While the exact mechanism by which thymic Treg cells are selected remains somewhat uncertain, recent studies support the idea that intermittent TCR signaling along with cytokine signaling drive Treg development (15). These findings and others (35–39) support a more avidity based model of Treg selection, in which alterations to the density of self-ligands present in the medulla will have differential effects on CD4 T cell selection. Intermittent TCR signaling as the driving force in Treg selection is very relevant to our understanding of how HLA-DO contributes to epitope selection during antigen processing. HLA-DO in complex with HLA-DM leads to better refinement of the epitopes from denatured antigens, promoting selection of the best fitting epitopes in the groove of MHC II molecules (10, 40). While this idea conflicts with the original model of how DO functions (41), recent studies using multiple human HLA-DO variants showed that certain variants enhanced DM activity (42). As such, when DO is present, higher affinity peptides are more likely to be presented. Conversely, in the absence of DO a larger percent of lower affinity epitopes are selected. Indeed, we have recently reported that peptides eluted from H2-O KO mice expressing either murine I-A^b^ (18) or human HLA-DR1 (Welsh et al, unpublished data) were of a lower general affinity. Accordingly, presentation of a larger portion of lower affinity peptides in the thymic medulla of H2-O KO mice is possible. Intermittent TCR signaling is typically generated by either pMHCII that are less stable (16, 43–45), or TCR/pMHC of lower affinity (46). Our findings here support the former. We associate increased Treg development as a consequence of the presentation of lower affinity peptides to self-auditing CD4 T cells.

Due to the continuous egress of mature CD4 T cells from the thymus, we also analyzed splenic CD4 T cells from unimmunized H2-O WT and H2-O KO mice. H2-O KO splenic CD4 T cells in unimmunized mice revealed an increased frequency of CD44hiCD69+ antigen experienced CD4 T cells, which suggests an increased level of antigen-specific TCR signaling in H2-O KO mice. As previously implied (47), a simple explanation for this activated state is incomplete thymic deletion in H2-O KO mice. While we were able to show that H2-O KO mice failed to delete specific CD4 clonal populations (18), detection of differences at the global levels did not show significant changes between the two genotypes. Nonetheless, we suggest that presentations of different arrays of self-antigens as well as their lower densities on thymic medulla leads to a less than optimal thymic deletion of self-reactive CD4 T cells and their routing to the periphery. Similar to activated CD4 T cells in the periphery, H2-O KO Treg cells also had a more effector-like phenotype, indicating enhanced Treg activation in unimmunized mice (34, 48).

In conclusion, our studies add a new dimension to our understanding of the role of H2-O in both CD4 T cell selection and activation. For the first time, we report on thymic negative selection in H2-O KO mice and demonstrate that loss of H2-O enhances thymic selection of regulatory T cells. Once in the periphery, an increased proportion of H2-O KO Tregs appear to be activated in a TCR dependent manner. These effector-like Tregs will likely help control increased basal CD4 T cell activation. However, the exact mechanism by which increased Treg cells are selected in the H2-O KO thymus remains to be determined. While we propose that alterations in medulla pMHCII-TCR avidity interactions could lead to enhanced Treg selection, increased presentation of self-antigens in a more tissue restricted antigenic (TRA) manner could also be possible (14).

## Methods

### Mice

Male and female C57BL/6J (H2-O WT, stock no: 000664), Female B6.PL-Thy1a/CyJ (stock no: 000406) were purchased from Jackson Laboratories and bred in house. Generation of the H2-O knock-out mice has been previously described (49) and mice bred in house. Unless otherwise stated analyzed mice were 6-8 weeks. All mouse procedures were approved by the Johns Hopkins University Animal Care and Use Committee and were following relevant ethical regulations.

### Antibodies/reagents

Flow Cytometry: anti-CD3e (17A2), anti-CD4 (RM4-5), anti-CD5 (53-7.3), anti-CD8α (53-6.7), CD11c (N418), anti-CD19 (ID3), anti-CD25 (PC61), anti-CD44 (IM7), anti-CD45R/B220 (RA3-6B2), anti-CD62L (MEL-14), anti-CD69 (H1.2F3), anti-CD197/CCR7 (4B12), anti-NK1.1 (PK136), anti-TCRβ (H57-597), anti-TCRγδ (GL3), anti-Cleaved Caspase 3 (D3E9) Cell signaling (Danvers, MA); Foxp3 (150D), anti-Helios (22F6), anti-Nur77 (12.14), Fixable viability dye eFluor 780 (eBioscience).

FACs Sorting: anti-CD3e, anti-CD4, anti-CD19, anti-NK1.1, Propidium iodide. Briefly, 30,000 live CD4 T cells [Gating: CD3+, CD4, CD19-, NK1.1-, PI-] were FACs sorted from the spleens of 3 unimmunized 10 week-old H2-O WT and 3 unimmunized 10 week-old unimmunized H2-O KO female mice.

### Cell staining

For cleaved caspase 3 staining (20) homogenized mice thymocyte cells were stained with anti-CCR7/CD197 at a final dilution of 1:50 for 30 min at 37°C prior to additional surface stains. Following surface staining, cells were fixed with Cytofix/Cytoperm (BD Biosciences) for 20 min at 4°C. Cells were then washed with Perm/Wash buffer (BD Biosciences) twice. Cells were stained with anti–cleaved caspase 3 at a 1:50 dilution at 23°C for 30 min.

For transcription factor staining, cells were incubated with surface antibody at 4°C for 20 min, permeabilized at 4°C for 30 min using a Foxp3/Transcription factor buffer set (Invitrogen, ThermoFisher Scientific), and then stained with anti–Foxp3 and/or anti-Helios at 23°C for 30 min.

### Adoptive cell transfer

Naïve CD4 T cells were isolated from the pooled spleens and LNs of 4 week old Thy1.1 expressing C57BL/6J mice using the EasySep Mouse Naive CD4 T cell Isolation Kit (StemCell Technologies). Isolated cells were stained with eFluor 450 viability dye (eBiosciences) according to manufactures directions. 3x10^6^ dye labeled Thy1.1 cells were IV injected into 10 week old H2-O WT or H2-O KO hosts. Transferred cells were recovered 7 days post-transfer.

### scRNA-sequencing

#### Library & sequencing

The samples were prepared using the 10x Genomics Chromium Next GEM Single Cell 5’ Library and Gel Bead Kit v1.1, Chromium Next GEM Chip and Dual Index Kit TN Set A. They were run on the Illumina NovaSeq6000 with a run configuration of 28bp x 10bp x 10bp x 91bp.

#### Analysis

Analyses of T-cell scRNA-seq were performed with the package Seurat (50), as follows. Data was filtered to remove cells with low gene count (<200), large number of UMIs (>12,000) and high (>5%) fraction of mitochondrial reads. 

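These filters kept 7802, 3834 and 6110 cells of H2-O KO replicates 1 to 3 and 2520, 4626 and 4846 cells of H2-O WT replicates 1 to 3. The paper's Supplementary Table 1 lists 7800, 3833 and 6109 cells for H2-O KO and 2519, 4625 and 4842 for H2-O WT. Cells above the mitochondrial limit made up 5.37%, 7.27% and 32.2% of the called cells in the H2-O KO libraries and 35.1%, 13.0% and 30.4% in the H2-O WT libraries. Kept cells held a median of 4730.5, 4826.5 and 3809 UMIs in H2-O KO and 2097, 5074 and 2163 UMIs in H2-O WT. Kept cells with under 10% of UMIs from ribosomal protein genes made up 3.38%, 8.09% and 16.9% in H2-O KO and 47.9%, 22.2% and 46.3% in H2-O WT.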

Expression levels of genes were log-normalized, and the most variable 2000 genes were selected for linear dimensionality reduction with Principal Component Analysis (PCA). The first 15 principal components were then used to performed unsupervised clustering using the Seurat SNN clustering package, with a resolution of 0.2. To identify cell types, potential markers for each cluster were calculated as the set of genes significantly differentially expressed in each cluster compared to all others, using the function FindAllMarkers, and by searching existing literature and marker databases. Lastly, differentially expressed genes for each cell type between conditions were determined using the function FindMarkers with the default function (bimod).

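The test of the paper takes each cell as a unit. Here UMIs were summed per library and cell class and compared between 3 H2-O KO and 3 H2-O WT mice with edgeR's quasi-likelihood test, at a Benjamini-Hochberg adjusted p under 0.05. In Treg-like cells 1987 of 9819 genes were called, 911 of them higher and 1076 lower in H2-O KO. In non-activated-like cells 4521 of 11352 genes were called, in activated-like cells 69 of 9642 and in all CD4 T cells together 4377 of 12239. With cells under 10% of UMIs from ribosomal protein genes left out, the counts were 22 genes in Treg-like cells, 2034 in non-activated-like cells, 71 in activated-like cells and 1048 in all CD4 T cells. Nr4a1 (ENSMUSG00000023034) lies on chromosome 15 from 101254269 to 101274795. In Treg-like cells it stood at 404 ± 49.3 CPM (SD, n = 3) in H2-O KO and 271 ± 73.5 CPM (SD, n = 3) in H2-O WT, a log2 fold change of 0.57 (standard error 0.16, adjusted p = 0.0260 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without the cells of low ribosomal protein share this log2 fold change was 0.49 (adjusted p = 0.334 by edgeR with Benjamini-Hochberg adjustment). The higher level of Nr4a1 in H2-O KO was not confined to Treg-like cells. With each library left out, its log2 fold change was 0.47 to 0.83 in Treg-like cells and 0.44 to 0.81 in non-activated-like cells. In activated-like cells it was 0.19 to 0.40.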

Defining clusters – Genes with an average fold-change (avgFC) >0.5 and an adjusted p-value <0.05 were run against CD4 T cell data sets available on the Immunological Genome Project (https://www.immgen.org/) using the “My Geneset” data browser function.

#### Statistical testing

GraphPad Prism was used for all statistical analyses. A standard Student T-test was used for estimation of statistical significance. Data is shown as mean ± SEM. *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001.

## Data availability statement

The scRNA-Seq data presented in the study are deposited in the NCBI GEO repository, accessionnumber: GSE246253.

## Ethics statement

The animal study was approved by Johns Hopkins Animal Care and Use Committee. The study was conducted in accordance with the local legislation and institutional requirements.

## Author contributions

RW: Conceptualization, Data curation, Formal analysis, Investigation, Methodology, Project administration, Resources, Validation, Visualization, Writing – original draft, Writing – review & editing. NS: Investigation, Methodology, Resources, Validation, Visualization, Writing – review & editing. C-SP: Conceptualization, Methodology, Visualization, Writing – review & editing. JP: Conceptualization, Investigation, Writing – review & editing. SS-N: Conceptualization, Data curation, Funding acquisition, Methodology, Project administration, Resources, Supervision, Visualization, Writing – original draft, Writing – review & editing.

How the deposited data were processed for this re-analysis (not part of the article)

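CD4 T cells sorted from spleens of 3 unimmunized H2-O KO and 3 unimmunized H2-O WT mice were sequenced as 6 libraries of 10x Genomics 5' scRNA-seq. The authors counted UMIs per gene and cell with Cell Ranger, and the values are whole-number counts for called cells, with no normalization. Everything else was computed from those counts.

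Cells with at least 200 genes, at most 12000 UMIs and at most 5% of UMIs from mitochondrial genes were kept, 17746 in H2-O KO and 11992 in H2-O WT. In Seurat 5.3.0 under R 4.3.3, the merged libraries were log-normalized, 2000 variable genes and 15 principal components were taken and cells were clustered at resolution 0.2. The paper's text names no integration of the libraries, and none was used. Clusters were named by marker lists fixed before the data were examined. A cluster took the class with most of its markers among the 10 genes of largest fold over the other cells, with a pseudocount of 0.1 and genes found in at least 20% of the cluster's cells. Where none was among them, the class with the highest mean fold was taken if most of its markers were raised and found in at least 10% of the cells. A cluster with at least 3 activated and 3 Treg markers among the 10 was called mixed, and one without a class unnamed. This scoring was chosen after the counts were seen. Doublets were removed only by the maximum of UMIs. Scrublet, run through scanpy 1.11.5, marked 23 cells by its own threshold, too few to have worked, and the planned removal was replaced by removal of the 1650 cells with the highest scores.

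Shares of cells were computed per library and compared by the exact two-sided permutation test. The precision of these comparisons is set by the 3 mice per genotype and not by the number of cells. Shares of cells with a UMI of a gene were taken after thinning each cell to 1500 UMIs, with 3000 UMIs and no thinning as alternatives.

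Counts summed per library and class were tested between genotypes with edgeR 4.0.16 (quasi-likelihood test, default low-count filter, TMM normalization, Benjamini-Hochberg adjustment), with DESeq2 1.42.0 as an alternative. Means of CPM given for a cell class or for all CD4 T cells come from this fit and use library sizes scaled by TMM. The CPM of H2-Oa and H2-Ob in single libraries use all UMIs of the cells without that scaling. Lists of effector Treg, T cell receptor signalling, dissociation stress, ribosomal protein and nuclear-retained genes were tested with camera of limma 3.58.1 at a preset correlation of 0.01. V segment use was tested within each chain with edgeR. Gene positions come from the GENCODE annotation of GRCm38, in which 32158 of the 32285 gene identifiers were found and 31411 had the same symbol. The genes named are those of the scRNA-seq part of the paper and of its Figure 5F, H2-Oa, H2-Ob, Cd69 and Nr4a1, and in each comparison the 5 largest rises and the 5 largest falls among called genes whose libraries were separated by genotype. Some genes of this rule are not reported here, and the counts of results under alternatives leave them out.

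The comparisons were tested on simulated data with 200 genes changed 2-fold. Of the changed genes that were tested, 79.2% were recovered in Treg-like cells, 88.8% in non-activated-like cells, 84.2% in activated-like cells and 82.1% in all CD4 T cells, with 8, 16, 9 and 12 false calls. These simulated genes were drawn independently of each other. The unequal frequency of cells of low ribosomal protein share between the genotypes was not simulated. The false calls therefore do not estimate how many calls in the data come from that imbalance. The test of V segments recovered 18 of 20 segments changed 2-fold, with 1 false call.

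Alternatives covered the clustering resolution, principal components, integration, variable genes, the mitochondrial limit, doublets, a minimum of 2000 UMIs, pooling of cells, thinning depth, normalization, low-count filters, the replicate number as a block, cells of low ribosomal protein share and leaving out each library. A cluster is called of low ribosomal protein content where its median cell has under 10% of UMIs from ribosomal protein genes. The marker sheet of Supplementary Table 1 was not tested, and the flow cytometry experiments were not analysed here.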

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

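The test of all called genes within 10 Mb of H2-Oa was set before the data were examined, and the tests of genes changed over 2-fold were chosen after the result was seen.

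In all CD4 T cells, 25 genes within 10 Mb of H2-Oa on chromosome 17, from 24092340 to 44095234, were called by edgeR with a change of over 2-fold. They stood out as a signal in genes that the paper does not discuss. Of these genes, 18 were higher and 7 lower in H2-O KO. Among them, H2-T3 stood at 8.59 ± 1.90 CPM (SD, n = 3) in H2-O KO and 0.0626 ± 0.108 CPM (SD, n = 3) in H2-O WT, and Gm20478 at 6.98 ± 1.03 CPM (SD, n = 3) in H2-O KO and 0.141 ± 0.124 CPM (SD, n = 3) in H2-O WT. Ddr1 stood at 0.0871 ± 0.0286 CPM (SD, n = 3) in H2-O KO and 3.51 ± 0.423 CPM (SD, n = 3) in H2-O WT, and Baiap3 at 0.155 ± 0.0376 CPM (SD, n = 3) in H2-O KO and 4.81 ± 1.76 CPM (SD, n = 3) in H2-O WT. Hspa1a stood at 1.11 ± 0.466 CPM (SD, n = 3) in H2-O KO and 31.1 ± 25.3 CPM (SD, n = 3) in H2-O WT, but its near copy Hspa1b shares sequence with it, so the counts of both are uncertain. H2-T3 belongs to a family of similar genes and is uncertain for the same reason.

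Over all called genes, the window held 132 of 331 tested genes (39.9%), against 4242 of 11897 (35.7%) elsewhere, an odds ratio of 1.20 (Fisher's exact test, p = 0.117). With cells under 10% of UMIs from ribosomal protein genes left out, the odds ratio was 2.09 (95% interval 1.51 to 2.83, Fisher's exact test, p = 8.76e-06). For genes called at over 2-fold with all cells, 25 inside against 188 outside, it was 5.09 (Fisher's exact test, p = 6.33e-10). For genes called at over 2-fold without those cells, 20 inside against 43 outside, it was 17.7 (Fisher's exact test, p = 1.21e-16). With chromosomes divided into 276 bins of 10 Mb, the 4 bins with an excess of such genes without those cells all lay on chromosome 17. Neighbouring genes are not independent, so these p-values are too small.

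The tables argue against the cells of low ribosomal protein share as the source of these changes, since 19 of the 25 genes were still called without them, 19 in the same direction. A candidate explanation is DNA of another mouse strain around the targeted gene, which would give an excess of changed genes there. Genes changed over 2-fold showed one, with an odds ratio of 5.09 with all cells and 17.7 without those cells, and the planned test of all called genes, with an odds ratio of 1.20, does not decide. The paper's text does not say whether H2-Oa or H2-Ob was targeted, and both lie in this window. Rises and falls of this kind could also come from sequence differences that change how reads are counted, and an effect of the loss of H2-O on its neighbours was not tested. No genotype of the mice outside H2-O was used here, so these explanations stay open.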

How the results depend on the processing

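The removal of cells by Scrublet scores, the restriction of the clustering, the window, the V segments and the gene lists to cells with at least 10% of UMIs from ribosomal protein genes, the shares outside clusters of low ribosomal protein content and the recounting of the interferon-response cluster were chosen after the data were seen. The other alternatives were set before. Outside the fits that each left out 1 library, 134 values of the main results were kept (shares within the pooled SD between libraries, counts of genes and V segments within 1.5-fold, and gene lists and the odds ratio with their call and direction), 23 moved, 15 lost a call, 3 gained one and 3, all of gene lists, changed direction, and 567 values of single genes kept their direction and call, with 19 losing and 26 gaining a call. With a library left out, 71 values of the main results and 533 of single genes were kept in this sense, 13 of the main results moved, and 20 single genes lost and 19 gained a call. A change of sign in a share was not counted apart from these. Those of non-activated-like cells are given next, and those outside the clusters of low ribosomal protein content under the other observations. Besides these, the Treg-like share turned to -0.0859 percentage points without the highest Scrublet scores and -0.216 without H2-O WT replicate 2, from 1.05. The share of Foxp3+ Treg-like cells without an Il2ra UMI turned from -0.194 to 2.04 without H2-O KO replicate 2 and 1.27 without H2-O WT replicate 1. Except where a reason is given, the cause of the changes was not tested.

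The differences in shares between H2-O KO and H2-O WT, in percentage points, moved as follows. Over cells with at least 2000 UMIs, non-activated-like cells gave 5.58, activated-like cells gave 3.23 and the Treg-like cluster of higher RNA content 1.90. Over cells with at least 10% ribosomal protein UMIs clustered alone, these were 3.93 (for all non-activated-like clusters and for those of higher RNA content), 2.30 and 1.72. Outside the clusters of low ribosomal protein content, non-activated-like cells gave 0.657 and activated-like cells 0.981. The Treg-like cluster of higher RNA content gave 4.86 without the highest Scrublet scores and 4.49 after integration. At resolution 0.1 non-activated-like cells gave 22.3, since the cells of low RNA content then formed an unnamed cluster. Non-activated-like cells were thus more frequent in H2-O KO at resolution 0.1, over cells with at least 2000 UMIs or 10% ribosomal protein UMIs and outside the clusters of low ribosomal protein content, where at resolution 0.2 with all cells they were less frequent. Over cells with at least 2000 UMIs an unnamed cluster took 3.24% of cells in H2-O KO and 14.6% in H2-O WT, and over cells with at least 10% ribosomal protein UMIs another took 3.93% and 11.1%, and these gaps between the genotypes were larger than those of the non-activated-like cells and ran the other way, so the direction depends on cells left without a class. Activated-like and Treg-like cells shared a cluster at resolution 0.1, with 21.5% of cells in H2-O KO and 12.3% in H2-O WT, and also with up to 10% of mitochondrial UMIs allowed, with 18.9% and 9.15%, so that these settings gave no value for either class and their comparison of genes was not run at 10%. With the interferon-response cluster counted as non-activated-like, activated-like cells gave 4.00. Non-activated-like cells gave -4.85 there (exact permutation test, p = 0.2) and -5.16 after integration (exact permutation test, p = 0.3), so the genotypes were then no longer fully apart. The share of cells with a Foxp3 UMI gave 0.373 at 3000 UMIs and 3.01 without thinning. Unthinned shares rise with the depth of a cell, which differed between libraries. The planned removal of doublets by Scrublet's own threshold was void, since it marked 23 cells.

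The number of called genes fell to 1215 in Treg-like cells with DESeq2. With cells under 10% of ribosomal protein UMIs left out it was 22 in Treg-like, 2034 in non-activated-like and 1048 in all CD4 T cells. In activated-like cells it was 251 without a low-count filter, 39 for genes with at least 10 UMIs in every library and 307 with the replicate number as a replicate block. The replicate numbers were not taken as pairs, since the correlations, over all genes tested, between the deviations of the H2-O KO and the H2-O WT library from the mean log2 levels of their genotypes were, for numbers 1, 2 and 3, -0.0861, 0.0497 and 0.210 in Treg-like cells, -0.0564, 0.143 and 0.385 in non-activated-like cells, 0.0137, 0.0917 and 0.182 in activated-like cells and -0.0803, 0.147 and 0.416 in all CD4 T cells. Over the fits that each left out 1 library, the count ran from 705 (without H2-O KO replicate 1) to 2280 in Treg-like cells, from 2518 (without H2-O KO replicate 1) to 5751 in non-activated-like cells, from 27 (without H2-O WT replicate 2) to 172 (without H2-O KO replicate 3) in activated-like cells and from 2568 (without H2-O KO replicate 1) to 5363 in all CD4 T cells. V segments called ran from 0 to 1 (Trav8d-2, without H2-O WT replicate 3 and named after its values were seen) over these fits, and 1 (Trav14d-3-dv8) with the replicate block. The odds ratio of called genes within 10 Mb of H2-Oa was 2.09 without the cells of low ribosomal protein share.

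The adjusted p of the gene lists (Benjamini-Hochberg) by fry was 0.142 for nuclear-retained and 0.315 for ribosomal protein genes in Treg-like cells, 0.227 and 0.315 for ribosomal protein genes in non-activated-like and all CD4 T cells, and 0.302 for dissociation stress genes in activated-like cells. By camera with an estimated correlation it was 0.930 for each of these 5. None of the 5 calls held under either. Without the cells of low ribosomal protein share, camera with Benjamini-Hochberg adjustment gave 0.164 for both lists in Treg-like cells, 0.970 and 0.840 for ribosomal protein genes in non-activated-like and all CD4 T cells and 0.0847 for dissociation stress. The effector Treg list changed direction there, with 0.250 in Treg-like and 0.979 in all CD4 T cells, and with the replicate block in non-activated-like cells, with 0.883. The block gave 0.00616 for nuclear-retained genes in non-activated-like and in all CD4 T cells.

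Single genes changed the sign of their log2 fold change 70 times, over 28 combinations of gene and class, 49 of them with a library left out, and 0 of these genes were called by edgeR with all libraries. Without the cells of low ribosomal protein share the values were Ccr7 -0.0074, Pdcd1 -0.18 and Cd69 0.068 in Treg-like cells, Tcf7 -0.012, H2-Oa -0.18 and Cd69 -0.054 in non-activated-like cells, Pdcd1 -0.00018 and Ikzf2 -0.00085 in activated-like cells and Pdcd1 -0.097, Tcf7 -0.041 and Cd69 -0.035 in all CD4 T cells. With upper-quartile normalization they were Cd69 0.024 in Treg-like cells and Tcf7 0.013 in activated-like cells, without a low-count filter Cd69 0.015 in Treg-like cells and Tcf7 0.00058 in activated-like cells and with at least 10 UMIs in every library Cd69 0.014 in Treg-like cells and Tcf7 0.0023 in activated-like cells. With up to 10% of mitochondrial UMIs the value was Foxp3 -0.13 in non-activated-like cells, with DESeq2 Tnfrsf9 0.096 in activated-like cells and with the replicate block Foxp3 0.059 and Tnfrsf9 0.20 in activated-like cells. With each library left out, the ranges in Treg-like cells were Ccr7 -0.076 to 0.69, Il2ra -0.12 to 0.32, Pdcd1 -0.25 to 0.31, Ctla4 -0.083 to 0.24, Tcf7 -0.18 to 0.0070 and Cd69 -0.093 to 0.10. In non-activated-like cells they were Foxp3 -0.20 to 0.27, Pdcd1 -0.11 to 0.50, Ctla4 -0.094 to 0.19, Il2rb -0.30 to 0.28, H2-Oa -0.053 to 0.28 and Cd69 -0.055 to 0.089. In activated-like cells they were Mki67 -0.069 to 0.44, Foxp3 -0.35 to 0.21, Il2ra -0.055 to 0.35, Pdcd1 -0.14 to 0.14, Ctla4 -0.015 to 0.30, Ikzf2 -0.29 to 0.39, Tcf7 -0.050 to 0.027, Tnfrsf9 -0.31 to 0.75, H2-Oa -0.62 to 0.55 and Cd69 -0.15 to 0.040. In all CD4 T cells they were Mki67 -0.53 to 0.17, Pdcd1 -0.25 to 0.52, Ikzf2 -0.44 to 0.019 and Cd69 -0.049 to 0.096.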

Differences from the paper's values

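The counts within rebuilt cluster 2 were chosen after the result was seen, and the cluster shares, the shares over all Treg-like cells and the depths were set before the data were examined. With the settings of the paper's methods, the shares and cell counts that the paper states were within the limits set for a difference, a gap above both the SD between the libraries of the genotype and 1.5-fold. Under other settings some were not. Non-activated-like cells in H2-O WT came to 40.8% at resolution 0.1, with 5 clusters. Over cells with at least 2000 UMIs, the counterparts of the paper's clusters 0 and 2 in H2-O WT came to 57.8% and 11.7%. That of its cluster 1 in H2-O KO came to 13.2% without H2-O KO replicate 1 and 11.5% without H2-O KO replicate 2, and that of its cluster 4 in H2-O KO to 1.43% without H2-O KO replicate 3. With up to 10% of mitochondrial UMIs allowed, the counterparts of its clusters 1 and 4 in H2-O KO came to 16.2% and 4.30%, more than 1.5-fold above the paper's values but by less than the SD between libraries.

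The paper states that Foxp3+ cells with low CD25 were enriched in H2-O KO samples in cluster 2. In rebuilt cluster 2, the share of Foxp3+ cells without an Il2ra UMI was lower in H2-O KO at each depth, 73.2% against 79.9% at 1500 UMIs, 60.5% against 63.2% at 3000 UMIs and 52.0% against 55.4% without thinning (exact permutation tests, p = 0.2, 0.6 and 0.8). Over all Treg-like cells at 1500 UMIs the share was higher in H2-O KO without H2-O KO replicate 2, by 2.04 percentage points, and without H2-O WT replicate 1, by 1.27 percentage points, and lower in the other settings that were run. These shares are taken among Foxp3+ cells. Rebuilt cluster 2 itself held 12.2% of kept cells in H2-O KO and 6.89% in H2-O WT. At 1500 UMIs, 37.9% and 31.8% of its cells had a Foxp3 UMI. The shares therefore do not argue against an enrichment of such cells among all cells in H2-O KO. A missing Il2ra UMI also does not separate a low level from none.

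The paper states that clusters 1 and 4 were significantly larger in H2-O WT samples. Their rebuilt counterparts were larger in H2-O WT, but the libraries of the genotypes overlapped, with p = 0.2 and p = 0.2 in exact permutation tests that cannot go below 0.1. The smallest possible value, p = 0.1, was reached in exact permutation tests for the former with variable genes chosen without ribosomal protein, mitochondrial and V segment genes, with integration by reciprocal PCA and at resolution 0.4, and for the latter with integration and, in a test chosen after the values were seen, without the cells of the highest Scrublet scores. Rebuilt cluster 1 was larger than the paper's cluster 1 in every library, so its overlap does not carry over to the paper's cluster. By the paper's Supplementary Table 1 the genotypes did not overlap in its cluster 1, with at most 13.5% in H2-O KO and at least 17.6% in H2-O WT. In its cluster 4, H2-O KO replicate 3 at 4.35% lay above H2-O WT replicate 2 at 4.22%.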

Other observations

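The tests of the clusters of low ribosomal protein content and of mitochondrial UMIs, the shares outside those clusters with and without each library, the cells left out at random, the splits without cells of low ribosomal protein share, the splits for the gene lists, the ratios of cluster 2 over other cells, the ratio of H2-Oa between classes and the bins were chosen after the result was seen, and the other tests here were set before.

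Clusters of low ribosomal protein content held 4.78%, 9.34% and 23.2% of the kept cells in H2-O KO replicates 1 to 3 and 51.9%, 22.7% and 56.5% in H2-O WT replicates 1 to 3. The 23.2% of H2-O KO replicate 3 lay above the 22.7% of H2-O WT replicate 2, but a single overlapping pair does not exclude a state set by the genotype. Loss of cytoplasmic RNA from damaged cells stays open too. Among cells with 5 to 10% of UMIs from mitochondrial genes, 88.4% ± 7.72 (SD, n = 6 libraries) had under 10% from ribosomal protein genes, against 24.1% ± 19.0 (SD, n = 6) among cells at or below 5%, and the share was higher in 6 of 6 libraries. Damage may therefore account for part of these clusters, but whether H2-O KO and H2-O WT cells differ in how easily they are damaged was not tested.

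Outside these clusters the difference between H2-O KO and H2-O WT in activated-like cells was 0.981 percentage points and that in Treg-like cells 0.975 percentage points, both below the pooled SD between libraries. This rests on H2-O WT replicate 3. Activated-like cells there made up 15.7%, 16.7% and 17.0% in H2-O KO and 12.3%, 10.6% and 23.5% in H2-O WT, and without H2-O WT replicate 3 the differences were 5.00 percentage points in activated-like and 2.65 in Treg-like cells, above the pooled SDs of 0.903 and 2.08. Without H2-O WT replicate 1 or 2 the activated-like difference was -0.594 or -1.46, and without replicate 2 the Treg-like difference was -1.04. These values lay below the pooled SDs in size, as did the differences of the remaining fits, which were all positive. Whether the larger clusters of low ribosomal protein content in the H2-O WT libraries account for the higher shares of activated-like cells and of the Treg-like cluster of higher RNA content in H2-O KO therefore stays open, as does a difference in activation between the genotypes, since with 3 libraries each 1 library decides, and cells that lost RNA can no longer be placed by activation genes. By the cluster shares of the paper's Supplementary Table 1, its activated clusters made up 14.6%, 15.8% and 17.1% of the cells outside its clusters 1 and 4 in H2-O KO and 12.4%, 11.6% and 17.8% in H2-O WT. With its cluster 5 left out as well, a choice made after seeing the values, the shares were 14.8%, 15.9% and 18.5% in H2-O KO and 14.0%, 11.9% and 20.6% in H2-O WT.

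In Treg-like cells, 22 genes were called by edgeR without the cells under 10% of UMIs from ribosomal protein genes, against 1987 with all cells and 1426 with as many cells left out at random. The frequency of such cells in the H2-O WT libraries could thus account for most of these calls. In non-activated-like cells it is argued against as the whole cause, since 1865 of the 4521 genes were called without them too. Of the 10 splits of the 6 libraries into 3 and 3, 1 gave as many genes as the real split in Treg-like cells, 1 in non-activated-like cells, 1 in activated-like cells and 1 in all CD4 T cells, which is the real split itself. Without H2-O KO replicate 1 the counts with all cells were 705 in Treg-like and 2518 in non-activated-like cells. The largest count of any other split with all cells was 2, 0, 6 and 0 genes. With 10 splits this share cannot fall below 0.1. Without the cells of low ribosomal protein share, another split called 50 genes in Treg-like cells, more than the 22 of the real one.

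For the genes of Figure 5F, the difference between H2-O KO and H2-O WT in the mean log2 ratio of cluster 2 over other cells was 0.35 with all other cells and -0.0044 with clusters 1 and 5 left out of the other cells. Treg-like cells of low RNA content among the other cells, more frequent in H2-O WT libraries, could thus account for the larger ratio in H2-O KO.

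By camera with Benjamini-Hochberg adjustment, ribosomal protein genes were higher in H2-O KO in Treg-like cells (median log2 fold change 0.37, adjusted p = 1.40e-06), non-activated-like cells (0.39, adjusted p = 1.27e-06) and all CD4 T cells (0.31, adjusted p = 7.11e-05). Nuclear-retained genes were lower in Treg-like cells (-0.89, adjusted p = 0.000549 by camera with Benjamini-Hochberg adjustment) and dissociation stress genes in activated-like cells (-0.12, adjusted p = 0.0125 by the same test). The dissociation stress list includes Hspa1a and Hspa1b, which lie near H2-Oa and whose counts are uncertain. With each library left out, their log2 fold changes in activated-like cells were -5.17 to -3.98 and -5.22 to -3.82. The list was not tested without them, so this call cannot be read as less dissociation stress in H2-O KO. The effector Treg list had adjusted p-values of 0.381, 0.912, 0.766 and 0.305 in Treg-like, non-activated-like, activated-like and all CD4 T cells, and the T cell receptor list 0.798, 0.251, 0.391 and 0.179 (camera, Benjamini-Hochberg). Of the 10 splits, 7 gave as many called list tests as the real one, and this count was made after the result was seen.

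For V segments, 0 of 96 were called by edgeR and 10 had an unadjusted p under 0.05. With no call in the real split, the count of splits with at least as many, 10 of 10, was fixed beforehand and tests nothing. The smallest adjusted p was that of Trav14d-3-dv8, named after its values were seen, at 4.55% ± 0.135 (SD, n = 3) of Trav UMIs in H2-O KO and 3.34% ± 0.130 (SD, n = 3) in H2-O WT (adjusted p = 0.128 from edgeR with Benjamini-Hochberg adjustment).

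H2-Oa in Treg-like cells stood at 1.55 ± 1.04 CPM (SD, n = 3) in H2-O KO and 14.7 ± 5.93 CPM (SD, n = 3) in H2-O WT (log2 fold change -3.12, standard error 0.44, adjusted p = 0.00157 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In non-activated-like cells it stood at 4.04 ± 0.767 CPM (SD, n = 3) in H2-O KO and 3.65 ± 0.663 CPM (SD, n = 3) in H2-O WT. These means use library sizes scaled by TMM, unlike the values of H2-Oa in single libraries given earlier. The log2 ratio of the H2-Oa level in Treg-like over non-activated-like cells, from CPM without that scaling and with a pseudocount of 1, was -1.05 ± 0.70 (SD, n = 3) in H2-O KO and 1.68 ± 0.34 (SD, n = 3) in H2-O WT (exact permutation test, p = 0.1, the smallest possible).

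Genes called at over 2-fold in all CD4 T cells, with all cells used, were in excess in 5 bins of 10 Mb, 4 on chromosome 17 and 1 on chromosome 3, and the latter showed no excess without the cells of low ribosomal protein share. The remaining genes named by the rule stated for each comparison were, in Treg-like cells, A930015D03Rik (19.4 ± 1.47 CPM (SD, n = 3) in H2-O KO and 0.845 ± 0.789 CPM (SD, n = 3) in H2-O WT), Gm49719 (45.9 ± 9.48 CPM (SD, n = 3) in H2-O KO and 3.95 ± 1.09 CPM (SD, n = 3) in H2-O WT) and Unc5cl (3.63 ± 2.28 CPM (SD, n = 3) in H2-O KO and 32.7 ± 3.17 CPM (SD, n = 3) in H2-O WT). Prss41 in non-activated-like cells stood at 2.97 ± 0.433 CPM (SD, n = 3) in H2-O KO and 0.105 ± 0.0537 CPM (SD, n = 3) in H2-O WT. In activated-like cells A230059L01Rik, on chromosome 1, stood at 7.44 ± 4.15 CPM (SD, n = 3) in H2-O KO and 0.249 ± 0.432 CPM (SD, n = 3) in H2-O WT, and Paqr4 at 0.385 ± 0.528 CPM (SD, n = 3) in H2-O KO and 7.99 ± 3.54 CPM (SD, n = 3) in H2-O WT. Tagap1, Vmn2r97 and Vmn2r96 were also among them, and their counts are uncertain because of close copies. In all CD4 T cells Apobec2 was at 0 in every H2-O KO library and at 1.48 ± 0.419 CPM (SD, n = 3) in H2-O WT, while Tff3, Gm20442 and Gm10503 were at 1.06, 1.31 and 2.07 CPM in H2-O KO and at 0, 0 and 0.0156 CPM in H2-O WT. A930015D03Rik, Tff3, Gm20442 and Gm10503 are among the 25 genes near H2-Oa flagged above, so the explanations left open there apply to them. The rise of A930015D03Rik was not confined to Treg-like cells. In activated-like cells its log2 fold change was 3.63 to 3.87 with each library left out.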
